# TTCA: an R package for the identification of differentially expressed genes in time course microarray data

**DOI:** 10.1186/s12859-016-1440-8

**Published:** 2017-01-14

**Authors:** Marco Albrecht, Damian Stichel, Benedikt Müller, Ruth Merkle, Carsten Sticht, Norbert Gretz, Ursula Klingmüller, Kai Breuhahn, Franziska Matthäus

**Keywords:** Differential expression, Time series, EGF, Stimulation experiments, Gene ontology, Gene set analysis

## Abstract

**Background:**

The analysis of microarray time series promises a deeper insight into the dynamics of the cellular response following stimulation. A common observation in this type of data is that some genes respond with quick, transient dynamics, while other genes change their expression slowly over time. The existing methods for detecting significant expression dynamics often fail when the expression dynamics show a large heterogeneity. Moreover, these methods often cannot cope with irregular and sparse measurements.

**Results:**

The method proposed here is specifically designed for the analysis of perturbation responses. It combines different scores to capture fast and transient dynamics as well as slow expression changes, and performs well in the presence of low replicate numbers and irregular sampling times. The results are given in the form of tables including links to figures showing the expression dynamics of the respective transcript. These allow to quickly recognise the relevance of detection, to identify possible false positives and to discriminate early and late changes in gene expression. An extension of the method allows the analysis of the expression dynamics of functional groups of genes, providing a quick overview of the cellular response. The performance of this package was tested on microarray data derived from lung cancer cells stimulated with epidermal growth factor (EGF).

**Conclusion:**

Here we describe a new, efficient method for the analysis of sparse and heterogeneous time course data with high detection sensitivity and transparency. It is implemented as R package TTCA (transcript time course analysis) and can be installed from the Comprehensive R Archive Network, CRAN. The source code is provided with the Additional file 1.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12859-016-1440-8) contains supplementary material, which is available to authorized users.

## Background

Time course microarray experiments are frequently conducted to study the dynamics of gene expression at several consecutive time points. Associated data sets often require own custom-made analysis strategies, and cannot been adequately exploited with standard methods which were established to compare groups. The variability of the dynamics, spanning from fast and transient to slower, long-lasting changes, is a challenge for the analysis of time series microarray data. In perturbation experiments, sampling frequency is often adapted to reflect the expected changes in gene expression. This kind of experimental design leads to irregularly sampled data sets. Irregular time sampling may also arise when time points are chosen to be omitted after quality control, for instance when the respective arrays represent outliers with respect to the global trajectory resulting from principal component analysis (PCA) as shown in Fig. 1. If replicates are considered, their number may also vary due to the experimental design or quality issues. Often time course-data provide only one replicate per time point.

**Fig. 1:**
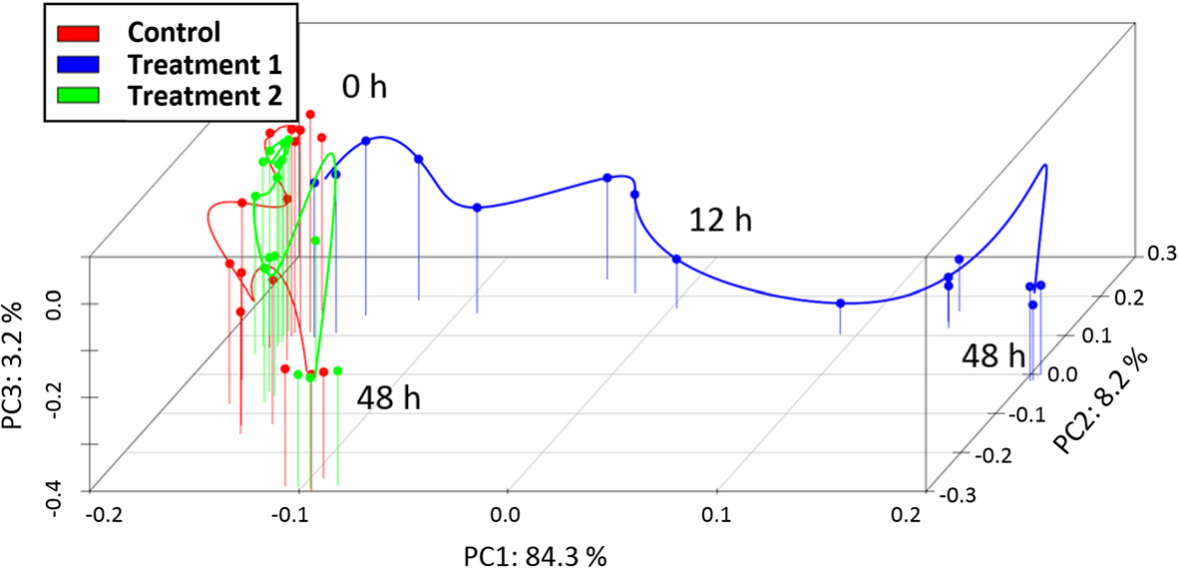
Trajectory of the transcriptomes: Axes represent principal components explaining 95.7% of the variability in the data. Measurement points represent the entire transcriptome under three different stimulation experiments projected onto the first three principal components. For early time periods, all three transcriptomes correlate very well with each other. Over time, the transcriptomes develop stimulus dependent. Stimulus 1 leads to a strong change in the transcriptome, while stimulus 2 has a much smaller effect. Possible outliers are measurement points that show a large distance from the trajectory or from related replicates

The first methods applied on time course microarrays including SAM [1], ANOVA [2] and Limma [3] where extensions of methods for contrasts between states and do not include the order of time points into the analysis [4].

EDGE was one of the first methods taking the time sequence into account [5, 6]. EDGE involves a fit of natural cubic splines to gene expression profiles, and a bootstrap approach providing a reference distribution. MaSigPro (Microarray Significant Profiles) operates in a similar manner [7]. Sohn et al. have modified EDGE by using a permutation-approach and controlling the family wise error rate [8]. Later, they applied the FWER as a significance threshold and made the method more robust using quantile regression [9]. These methods have three drawbacks when used to analyse sparse data containing sharp transient expression changes. First, the information of the time course measurements is underestimated. Biologically meaningful peaks might be overlooked when the related measurement points are rejected as outliers. Second, the information of the permuted reference time course is overestimated. The permutation of the measurement points within the time sequence is often used to produce reference data of the same distribution, but without the original ordered pattern of dynamic changes. This estimation of the error rate can fail in sparse data sets when the expression dynamics exhibit a sharp peak. Here, permutation of the time points merely shifts but does not wipe out the peak. With this method, the signal-to-noise ratio of genes displaying fast variations in expression can be underestimated and related genes are erroneously removed from analysis. The third problem is that a large number of computationally expensive permutations is required, to avoid granularity in the resulting ranking [4]. Granularity refers in this case to hundreds of genes with exactly the same p-value. Repeated application of the method may shift a gene to another *p*-value cluster, which impedes reproducibility of the results.

An alternative method using multivariate empirical Bayes statistics and one-sample Hotelling *T* ^2^ statistics is implemented in the R package timecourse [10]. This package does not provide a significance threshold and requires a minimum number of replicates. Also, BETR (Bayesian Estimation of Temporal Regulation) [11], which uses random-effects models and considers co-expression, relies on time point replicates. Network-based methods combine cluster analysis with detection of differential expression and focus also on co-expression [12, 13]. But co-expression is a very strict assumption for the extraction of differentially expressed genes from time course data. In tightly regulated and dynamic gene regulatory networks, it seems to be very unlikely that cells do not regulate their genes at any of the sampled time points. Some of the target genes could have a negative feedback loop and could block their own expression, which could explain fast transient dynamic changes, while other target genes could have a positive feedback loop and therefore maintain gene expression longer. Additional regulation could happen after a longer time or very fast without protein translation, i.e. with functional large non-coding RNAs [14]. Longitudinal co-expression might overlook target genes that are affected by the stimulus, but which are additionally regulated by other dynamic mechanisms. Moreover, the longer the sampled time period is, the higher is the risk that initially unaffected genes show co-expression behaviour due to completely different mechanisms without relation to the stimulus. The risk is higher to detect false positive target genes.

Methods based on Gaussian processes select differentially expressed genes from one channel experiments [15] and from two channel experiments [16], implemented in the R package gprege. However, the implemented Gaussian processes suffer from massive computational cost and the required time point replication. An alternative for two channel experiments is BATS (Bayesian Analysis of Time Series) [17, 18].

Another class of time course methods is based on principal component analysis (PCA) [19]. Inspired by a trend in the data analysis to fit the *true underlying functions* [20, 21], methods based on functional PCA (FPCA) were developed [22, 23]. The most recent method [23] can handle single replicated time course data, predict individual dynamics with PACE (Principal Component Analysis through Conditional Expectation) [24] and yields reasonable results for moderately slow expression dynamics. This method was successfully applied to clinical data derived from immune response studies [25]. For the data set considered in our study, involving perturbation experiments on cell cultures with fast expression changes, this method did not perform reliably. In particular, we observed counterintuitive differences between our original data and the original data being displayed by this method after preliminary transformation by PACE. First, the method transforms flat gene profiles into profiles exhibiting strong temporal changes, shown in Additional file 2: Figure S1A. Second, the transformed trajectories are too stiff to follow sharp peak behaviour like in Additional file 2: Figure S1B. This happens before the actual time course analysis method is applied.

Finally, even simple methods can yield good results for sparse data, for instance by computing distances or the area between curves [26, 27]. Also, a sliding window, capturing a small subset of consecutive measurement points, was discussed, but cannot be applied to non-equidistant measurements [4].

To sum up, most existing methods cannot reliably analyse sparse and irregularly sampled time course gene expression data sets. Further details and a method comparison are provided in the Additional files. A method overview is given in Additional file 2: Table S1.

## Method TTCA

The method TTCA (transcript time course analysis) includes different scores to identify genes showing differential expression dynamics of various kinds.

The *dynamics score* $\mathcal {D}_{i}$ captures slow gene expression dynamics, the *peak score* $\mathcal {P}_{i}$ selects fast transient expression changes, the *integral score* $\mathcal {I}_{i}$ accounts for absolute changes in mRNA production level in different time periods, and a *relevance score* $\mathcal {R}_{i}$ provides information on existing references in the literature. A further option allows for gene ontology groups to be processed in a similar manner as individual genes. Additionally, the *minimum overlap score* *Θ*_*i*_ is computed to identify gene ontology groups with maximal separation of the group specific expression bandwidths between two conditions. Significance threshold and effect size are calculated for each score and the *consensus score* $\mathcal {C}_{i}$ combines the different scores for a final ranking.

For the detection of differential gene expression based on two channel microarray data, we recommend to create a constant gene expression profile as control profile. This control profile might start with the expression value of the first time point, or could be set to the average expression value of the experimentally derived gene expression profile.

The gene expression level is based on an assembled set of detected probes of 25 bp length. In this article, we focus on the expression dynamics of genes, however, those probe level signals can also be mapped to related transcripts or other longer oligonucleotides. These can equally be analysed with TTCA.

In the following section, preprocessing for microarray time series data is addressed. Next, all relevant scores and components of the proposed method are explained briefly.

### Pre-processing of microarray time course data

Microarray data are usually afflicted by batch effects, i.e. unwanted variability in the samples arising from their experimental, technical and digital processing history. Batch effects can be introduced when samples are processed on different hybridisation batches (maximum 6-12 samples at once), or when a subset of the samples experienced slightly different experimental conditions (time of the day, new media, etc.). Many batch effects can be technically detected and can be removed if enough replicates are available. Microarray time course data sets are frequently sparse and the number of replicates per time point is low. In such data it is impossible to detect batch-effects [28]. Moreover, the frequently used quantile-normalisation, implemented in RMA [29], is based on the assumption that the majority of the genes shows a constant expression level. However, for time series experiments this might not be the case. Especially, cancer cells are known to have a high variability in their gene expression profiles [30]. Perturbation experiments might induce secondary gene responses that eventually result in considerable expression dynamics for a broad range of genes. It has been shown that thousands of genes can change their expression over time after stimulation [6]. Instead of using multi-array normalisation methods like RMA for time course analyses, we recommend to use within-array normalisation methods which process each array separately, independent of arrays taken at other time points. In particular, we recommend individual array standardisation with SCAN [31], which is robust against GC-content bias and some batch effects.

### Dynamics score

We define a *dynamics score* in three steps based on the method EDGE [6] and its extension using quantile-regression [9].

The null hypothesis *H*_0_ is that the stimulus does not significantly alter the expression level of gene *i*. Thus, the measurements of the respective conditions (i.e. treatment vs. control) are derived from the same expression pattern and can be combined for a single function fit. In Fig. 2 a, the null hypothesis is represented by the fit to all measurement points without distinction between the conditions (dashed line). The alternative hypothesis H_1_ is that the measurements are derived from different expression patterns, and that the two conditions have to be treated separately. Hence, the data is split into the two conditions, and each time course is fitted to an individual function (see the solid lines in Fig. 2 a). The sum of the residuals of the two individual function fits should be smaller than the sum of the residuals of the single function fit to fulfil the alternative hypothesis H_1_.

**Fig. 2:**
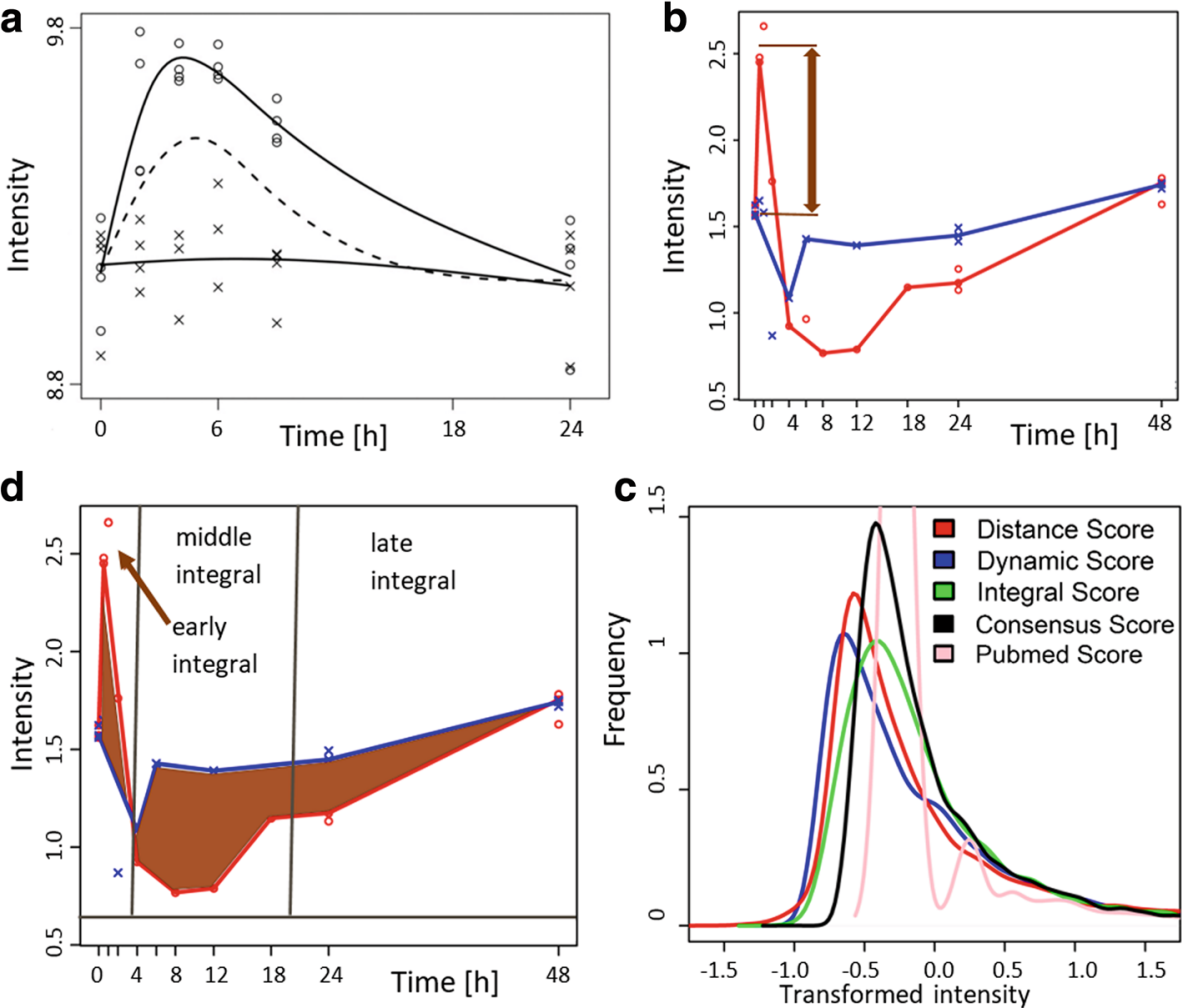
Score characteristics: **a**) *Dynamics score*. The alternative hypothesis is represented by the *solid line*. The *dashed line* represent the null hypothesis (Picture source [6]). **b**) *Peak score*. Is based on the largest distance (*arrow*) between measurement points for two different stimuli. The *solid line* represents the fit achieved via quantile regression with Eq. (1). **c**) *Integral score*. The area between two dynamics indicates the absolute mRNA production change. This value can be computed for different time intervals. **d**) Different score distributions after z-transformation and the merged *consensus score* distribution

The fit is based on quantile regression [32]. The fitted function *g*(*t*) and the residuals *r*_*ij*_ are obtained by minimising

1 $$ \sum_{j=1}^{n} \rho_{0.5}(y_{j}-g(t_{j}))- \underbrace{\lambda \int |g^{\prime\prime}(t)|dt}_{ \text{smoothes\ the\ function}}.   $$

The quantile regression algorithm is symbolised by *ρ*_0.5_, and implemented in the R-package Quantreg [33] in function rqss(). The index 0.5 indicates the use of the median to provide the most robust curve fit. The continuous function *g* is fitted to the measurements *y*_*j*_,*j*∈{1,…,*n*} taken at time points *t*_*j*_,*j*∈{1,…,*n*} with *n* measurements in total. The first term of Eq. (1) represents the absolute, not the quadratic distance between the measurements *y*_*j*_ and the function *g*(*t*_*j*_). Microarrays are inflicted with a certain proportion of outliers [9]. If these outliers are weighted quadratically by least-square approaches, as most methods do, a Gaussian distributed error model is assumed. However, a Gaussian error model is not a good choice for the characteristics of frequent outliers, as this approach biases the fit stronger than the absolute distance. The second term of Eq. (1) penalises the absolute number of directional changes in the gene expression dynamics to avoid over-fitting. The penalisation term is weighted by the scaling factor *λ*. We estimated *λ*=0.6 for SCAN-processed data with the help of real-time PCR profiles from genes that are known to be differentially expressed after the stimulation. The obtained residual-vectors *R*_*i*_ are modified by weighting vectors *Ω*. These weights account for the uneven experimental design in the following way: First, each time point should have the same weight independent from the number of replicates. Second, more values in one condition than in the other result in higher residuals without a better fit. TTCA balances the uneven design. Third, to reduce the unwanted bias by this vector, the sum of all vector elements of the weighting vector is forced to the same value. The scalar product of the residual and weighting vector yields a scalar value for each gene.

The *dynamics score* *D*_*i*_ is then defined by

$$\mathcal{D}_{i} := \frac{\mathrm{H}_{0}}{\mathrm{H}_{1}} = \frac{< {\Omega}^{\text{H}_{0}}, R_{i}^{\text{H}_{0}} >}{< {\Omega}^{\text{stim}},R_{i}^{\text{stim}}> + < {\Omega}^{\text{ctrl}}, {R_{i}^{\text{ctrl}}} >}. $$

The relation H_0_/H_1_ quantifies how much worse the null-hypothesis fits in comparison to the alternative hypothesis and is easy to interpret.

### Peak score

Perturbation experiments may invoke fast and transient peak dynamics in a gene subset, where the peak might be captured by only a small number of measurements. In this case, peaks, although biologically meaningful, may be overlooked by microarray analysis methods. To account for this, we introduce the *peak score*. Let *T*={*t*_1_,…,*t*_*n*_} denote the set of the measurement time points. For each time-point *t*∈*T*, we define $\mathrm {F}_{it}^{\text {stim}}$ and $\mathrm {F}_{it}^{\text {ctrl}}$ as the averages of all replicates for the stimulated and control conditions, respectively. The *peak score* is then given by

$$\mathcal{P}_{i} :=\max_{t \in T} \left|\mathrm{F}_{it}^{\text{stim}}-\mathrm{F}_{it}^{\text{ctrl}}\right|. $$

The success of this approach has been pointed out by Di Camillo et al. [26]. To test whether differences between the expression profiles are significant, we use the robust 0.95 quantile of all available standard deviations, for a minimum of 1000 genes and multiple replicated measurement points as a noise-threshold. A gene *i* is considered as significant, if $\mathcal {P}_{i}$ is more than twice the noise-threshold (see Fig. 2 b). To account for a possible correlation between the standard deviation and mean of gene expression, TTCA sorts the genes with respect to their mean values and divides them into a minimum of 8 groups, each containing at least 1000 genes. The noise-threshold is then computed separately for each group. 

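In the control arm of the lung cancer data set, H1975 lung adenocarcinoma cells in starvation medium without EGF, many genes lay outside this noise band at a later time point. AREG, a ligand of the EGF receptor, lay 0.538 SCAN units above its 0 h mean at 48 h, against a noise threshold of 0.151 for its group. F3, the receptor that starts blood coagulation, lay 0.620 above it against 0.171, and ROS1, a receptor tyrosine kinase, 0.7099 above it against 0.173. Of the 22 genes of Table 1, 16 left the band, 15 of them upwards, and PCNA, a DNA replication factor, downwards. Among the 16 was SNORA11, whose replicates differed widely. MIR4320 and MIR554 lay farthest on the single 0.5 h array, and CTGF and MYC on the single 1 h array. Over 12976 features with a gene symbol, 2533 (19.5%) left the band, 1553 above and 980 below the 0 h mean. Of these, 534 lay farthest between 0.5 h and 6 h, where each time point has 1 array, so noise of that array may count as change. The rule was applied to the largest distance of a later time point mean from the 0 h mean, with 2 arrays at 0 h, 2 at 24 h and 3 at 48 h behind the threshold. All thresholds given for the control arm already hold the factor of 2 in the paper's rule. These are 3 replicated time points, fewer than the 4 TTCA needs to take significance from this threshold, so leaving the band is a description and not a test. The features formed 12 groups of 1082, the last of 1074, with thresholds from 0.186 in the dimmest to 0.151 in the brightest group. These values come from 11 control arrays, taken here to be those in the call of Additional file 1 and chosen after the data were seen. With 0 h replicate 1 and the 2 h array added, 1754 features (13.5%) left the band, 1023 above and 731 below, and 417 of them lay farthest at 2 h. AREG was 2.36 and 2.52 on these arrays, F3 1.01 and 1.27, ROS1 0.520 and 0.567. With them AREG lay farthest from its 0 h mean at 2 h and not at 48 h, by 0.478 against a threshold of 0.24. The replicate SD of AREG at 0 h was 0.277 with replicate 1 and 0.0409 without it. The count over these 13 arrays was 2821 with the 0.9 quantile and 686 with the 0.99 quantile in place of the 0.95 quantile.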

TTCA can either use replicated time points to provide a noise threshold or the distribution of the score values to provide a significance threshold. Replicates are not required but can be used. If less than 4 measurement points are replicated, the program will provide only a ranking and the significance will be calculated as in the other scores as described below.

### Instability score

Some genes, found highly significant in the previous scores, exhibit an extreme variance between replicates. If the median of the standard deviation of replicated measurements of gene *i* is two-fold larger than the gene group noise threshold, these genes are classified as unstable. The *instability score* is binary and appears in the results table together with a relative effect size, explained below. TRUE indicates instable genes that are likely false positives, and FALSE indicates genes with acceptable variance between replicates. 

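SNORA11, an H/ACA box small nucleolar RNA of the class that guides pseudouridylation, differed widely between control replicates of the same time point. Its SCAN value was 0.378 and 1.71 on the 0 h arrays, 2.09 and 0.578 on the 24 h arrays, and 1.45, 2.25 and 2.37 on the 48 h arrays of the control arm. The replicate SD was 0.942 at 0 h (n = 2), 1.07 at 24 h (n = 2) and 0.496 at 48 h (n = 3). Its median of 0.942 was 5.77 times the threshold of 0.163 for its group and 17.0% of the detection range. No other gene of Table 1 was unstable in the control arm. Of 12976 features 8 were unstable, among them SCARNA4, a small Cajal body RNA, with a median SD of 0.374, and SNORD116-24, a C/D box small nucleolar RNA, with 0.179. The 8 also held FAM72D with 0.224, DTD2 with 0.17 and EIF4B with 0.17, which are not small RNAs. Over all 13 arrays 8 features were again unstable, and only SNORA11 and SCARNA4 were so over both sets. The difference of SNORA11 between 48 h and 0 h was 0.979 (SE 0.392, adjusted p = 0.0816 from limma). With 0 h replicate 1, at 1.40, and the 2 h array, at 1.92, added, the median SD was 0.697, which was 2.92 times a threshold of 0.239 and 12.6% of the range. The code in Additional file 1 takes the stimulated replicates for this score, and the control replicates were used here because EGF arrays were not analysed here.

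**Figure D1:**
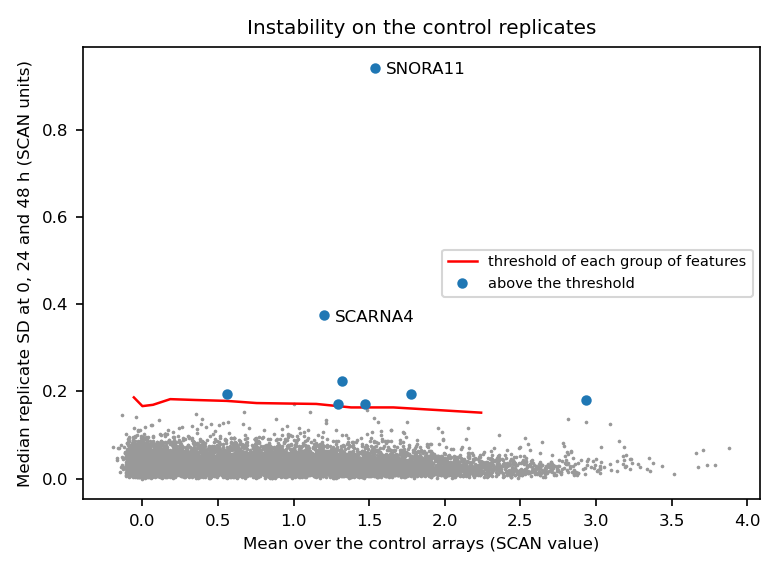
Median replicate SD of each feature in SCAN units, over the replicated time points 0, 24 and 48 h, against its mean over the 11 control arrays of the paper's call. The red line is the threshold of each group of features, the 8 larger points are features above it, and SNORA11 lies at 0.942.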

For an example see the gene SNORA11 in Table 1 and Fig. 4.

**Table 1:** Compendious result table. The instability of SNORA11 is confirmed and the effect size is high, which indicates a false positive result. The plotted SNORA11 profile in Fig. 4 confirms this suspicion. The effect size of the peak score covers up to 26% of the detection range

Consensus rank	Gene name	Consensus score	Consensus score *p*-value	PubMed	Instability score	Effect size of peak score
1	CTGF	1.00	3.57E-05	73	0.009	0.26
2	EGR1	0.91	7.25E-05	101	0.006	0.23
3	SNORA11	0.62	8.18E-04	0	0.038	0.26
4	PTGS2	0.59	0.001	804	0.009	0.10
5	JUN	0.58	0.001	6789	0.005	0.11
6	GLIPR1	0.57	0.001	0	0.006	0.13
7	FOS	0.55	0.002	920	0.002	0.14
8	AREG	0.53	0.002	549	0.006	0.10
13	MIR4320	0.44	0.005	0	0.016	0.15
15	F3	0.44	0.006	65	0.011	0.10
19	IL8	0.41	0.007	43	0.018	0.13
20	EGR2	0.41	0.008	7	0.005	0.12
21	PCNA	0.40	0.009	583	0.003	0.03
29	DUSP5	0.37	0.013	4	0.012	0.10
36	MYC	0.34	0.017	984	0.002	0.06
37	ROS1	0.34	0.017	84	0.005	0.03
38	HIF1A	0.34	0.017	185	0.007	0.08
42	MIR554	0.34	0.018	0	0.004	0.15
45	IL24	0.32	0.022	0	0.003	0.06
49	TGFB2	0.31	0.025	121	0.008	0.04
51	TGFB1	0.30	0.027	887	0.004	0.03
52	JUNB	0.30	0.028	54	0.008	0.05

### Integral score

The *integral score* is intended to quantify the area between the expression profiles for control and treatment. To compute the integral between the two expression dynamics of each gene *i* we first linearly interpolate the missing values of the quantile regression at measured time points *t* and at time points where the curves intersect. We then estimate the area between the two dynamics D_*i*_ applying the trapezium rule. This integral

$$\mathcal{I}_{i} := \int_{t_{1}}^{t_{2}} \left|\mathrm{D}_{i}^{\text{stim}}(t)-\mathrm{D}_{i}^{\text{ctrl}}(t)\right| \text{dt} $$

for each gene *i* serves as a measure for the difference in the mRNA production between the two conditions. Figure 2 C illustrates the *integral score*, which can be computed for different time intervals. Hereby, four separate scores are computed ($\mathcal {I}_{i}^{\text {early}}, \mathcal {I}_{i}^{\text {intermediate}}, \mathcal {I}_{i}^{\text {late}}, \mathcal {I}_{i}^{\text {complete}}$) to distinguish between the early response, the intermediate response, the late response, and the response over the whole period. The first three scores are defined for subsequent time-intervals, which can be defined by the user. These scores allow to distinguish between slowly and rapidly responding genes, and might also be used to distinguish a secondary response from the direct response to the stimulus. By using a *z*-score transformation and averaging of all three integral scores the *combined integral score* $\mathcal {I}_{i}^{\text {comb}}$ is obtained. The *combined integral score* emphasises the largest changes in gene expression for each period stronger than the more outbalancing *complete integral score* $\mathcal {I}_{i}^{\text {complete}}$.

### Relevance score

By using the R package RISmed [34] we query the PubMed database of publications for records that match both the gene name and the condition. For each gene *i* this yields a number of publications *p*_*i*_. We use a log-transformation to normalise *p*_*i*_ between 0 and 1, and obtain the *relevance score*

$$\mathcal{R}_{i} := {\log}_{p_{\text{max}}}(p_{i}), $$

where *p*_max_:= max*i*(*p*_*i*_). This score indicates whether a gene is already well known to be associated with the condition or potentially a new target.

### Consensus score

The *consensus score* is used for the final ranking of the genes and combines the four scores. By merging the *dynamics score* with the *peak score*, *combined integral score* and *relevance score*, and normalising the result to be between 0 and 1, we obtain

$$\mathcal{C}_{i}:=\frac{\breve{\mathcal{D}}_{i}+ \breve{\mathcal{P}}_{i}+ \breve{\mathcal{I}}_{i}^{\text{comb}}+\breve{\mathcal{R}}_{i}}{4}, $$

whereby score $\mathcal {S}$ is z-transformed $\breve {\mathcal {S}}$ before the average is computed. Figure 2 d shows the z-transformed distributions of the score values. To better centre the relevance score distribution, only non-zero values are considered for the z-transformation.

### Significance

Except for the *peak score* we did not define any significance threshold, yet. For the other scores a significance level can be computed by a one-sided, one-group hypothesis test. The program fits the Cauchy, Gamma, log-normal, logistic, normal, Poisson and Weibull distribution to the empirical distribution of score values using the function fitdistr() provided by the R package MASS [35]. The log-normal distribution is only defined for strictly positive values, however, by shifting the *x*−axis it can be fitted in the negative part as well. The obtained significance threshold is transformed back afterwards. The distribution function providing the best fit of the distribution of score values is automatically selected and plotted. To estimate the significance for a differentially expressed gene we provide the *p*-value as well as the effect size [36]. The effect size of the *peak score* is defined as the distance between the expression dynamics, normalised by the maximum distance possible, i.e. the highest expression value within the data set minus the lowest expression value within the data set. The largest observed expression change in our data set covers 25.9% of the whole detection range and represents the effect size. 

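Within the control arm alone, the largest change was that of NAPSA, an aspartic protease made by alveolar type II cells. Its SCAN value rose from 0.4803 ± 0.0146 (SD, n = 2) at 0 h to 1.65 ± 0.0190 (SD, n = 3) at 48 h without EGF, by 1.167 (SE 0.0412, adjusted p = 8.7e-10 from limma). This distance was 21.1% of a detection range of 5.525 SCAN units, from -0.979 to 4.546, over the 11 control arrays taken here as the paper's call. The paper's share is for a distance between stimulated and control profiles, so it is another measure than this change over time. PAEP, a secreted lipocalin, rose by 1.07 (SE 0.0380), CXCL17, a chemokine of mucosal epithelia, by 0.955 (SE 0.0390), and MUC15, a membrane mucin, by 0.893 (SE 0.0372). TK1, the thymidine kinase of dividing cells, fell by 0.997 (SE 0.0407) and HMMR, a mitotic spindle protein, fell by 0.959 (SE 0.0375). With 0 h replicate 1 and the 2 h array added, NAPSA rose by 1.205 (SE 0.0471, adjusted p = 4.76e-07), 21.7% of a range of 5.541, with values of 0.369 and 0.432 on these arrays. PAEP then rose by 1.16 and TK1, at 1.55 and 1.56 on these arrays, fell by 0.830.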

The same normalisation is used for the *instability score* and also for the *integral score*, where the maximum area is given as the maximal distance multiplied by the time period. In the *consensus score*, a gene is considered to be significant, if it is considered significant in at least two scores.

### Method extension for gene set analysis

To investigate the behaviour of functional groups, the genes are linked to gene ontology groups using the BiomaRt-package [37, 38]. Then the expression level at the initial time point is subtracted from the gene expression profile of each gene. Thus, all profiles are initially zero and only the expression change with respect to the first value is observed (Fig. 3 a). Second, the average expression together with the upper *sd*_u_ and lower *sd*_l_ standard deviation of all genes within each ontology group are calculated for each time point. The upper standard deviation hereby accounts for all measurement points above the group mean and the lower standard deviation accounts for all measurement points below the average. Separation into upper and lower standard deviation helps to better recognise when the subset of the functional group shows increased (or decreased) expression. This would lead to enlarged upper (or lower) standard deviations, where the classical standard deviation does not allow such distinction. We then consider gene groups differentially expressed if their expression bandwidths are separated by the condition, i.e., that the variability between genes in the same ontology group are small in contrast to changes caused by different treatments. To test, whether the expression bandwidths are separated by condition, we distinguish two different cases, as shown in Fig. 3 b. On the one hand, the band of the control can be higher than the band of the stimulus (case A), on the other hand, the situation can be reversed (case B). We search for the minimum overlap

$${} \theta_{ij} = \frac{\max \left[ \begin{array}{l} \overbrace{(\text{mean}(\mathrm{C}) - \text{sd}_{\mathrm{l}}(\mathrm{C})) \,-\, (\text{mean}(\mathrm{S}) + \text{sd}_{\mathrm{u}}(\mathrm{S}))}^{\text{Case A}}; \\ \overbrace{(\text{mean}(\mathrm{S}) - \text{sd}_{\mathrm{l}}(\mathrm{S})) \,-\, (\text{mean}(\mathrm{C}) + \text{sd}_{\mathrm{u}}(\mathrm{C}))}^{\text{Case B}} \end{array}\right]}{\underbrace{\frac{1}{2} \left(\text{sd}_{\mathrm{u}} (\mathrm{S}) + \text{sd}_{\mathrm{l}}(S) + \text{sd}_{\mathrm{u}}(\mathrm{C}) + \text{sd}_{\mathrm{l}}(\mathrm{C}) \right)}_{\text{Bandwith}}} $$

of both bandwidths for a combination of time points *j*∈{1,…,*n*} and genes *i*, where *n* indicates the total number of measurements per gene. We are only interested in the maximum distance between the bands or the minimum mutual overlap for the score *Θ*_*i*_= max(*θ*_*i*1_,…, *θ*_*ij*_,…, *θ*_*in*_) at each time point. Positive values indicate a separation of the bands and negative values indicate overlap. The average expression profile for each gene group and treatment is then used to calculate the other scores as described above. Hence, TTCA ranks functional groups high if they contain genes with similar expression pattern over time within a condition and if they clearly change the expression dynamics from one condition to the other. Although we did not compare the performance of the gene set module, the application on real data seems promising. Alternatively, the user can use the ranking of the individual genes to apply other methods for gene set analysis.

**Fig. 3:**
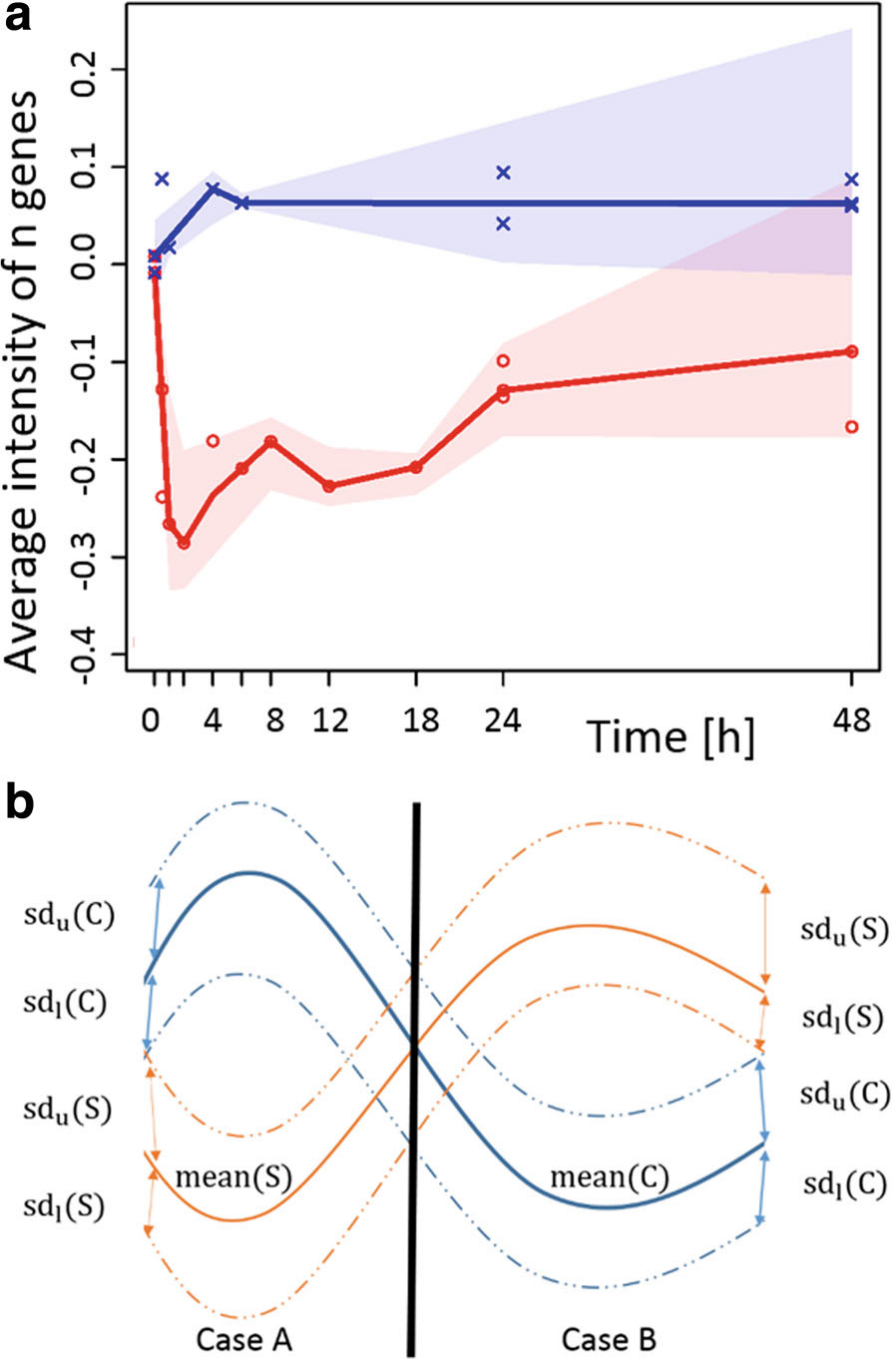
Gene set analysis. **a**) Example analysis result with the average of *n* genes. **b**) Scheme for minimal overlap calculation. The *continuous lines* represent the average expression of the gene group at one time point for either the stimulated sample (S) or the control (C). The *dotted lines* represent the average with *upper* (Sd_*u*_) or *lower* (Sd_*l*_) standard deviation

### Computation time and further packages

TTCA is computationally fast using about 1 h for one contrast. This includes the analysis of expression dynamics and the generation of relevant figures on a standard laptop (i5 1.70 GHz, memory 12 GB). Furthermore, TTCA uses the R-package tcltk2 [39] for a progress bar and the R-package VennDiagram [40] to show automatically the overlap of significant genes across scores.

## Methods for lung cancer data set

### Cell seeding, growth factor stimulation and microarray processing

The cell line H1975 (NCI-H1975; ATCC: CRL-5908) were obtained from LGC Standards (Teddington, UK). The cell line was authenticated by STR-analysis (DSMZ, Braunschweig, Germany) and routinely checked for mycoplasma contamination. H1975 NSCLC cells were seeded in 6-well-plates with 1.33·10^5^ cells per well. After incubation for 3 days, cells were washed 3 times and supplemented with DMEM without FCS for overnight starvation. On the following day, cells were stimulated with 50 ng/mL of EGF diluted in starvation medium. Samples were harvested after 0, 0.5, 1, 2, 4, 6, 8, 12, 24 and 48 hours. Subsequently RNA was extracted, as described below. Total cellular RNA was isolated with the NucleoSpin RNA II kit according to the manufacturers’ instructions. RNA concentrations were determined by measuring the absorbance (230 - 400 *nm*) using a NanoDrop®;ND-1000 spectrometer. The purity of the RNA was determined through the ratio of the absorbance at 260nm and 280nm. RNA with a ratio ≥ 1.8 was used for further analysis. After assessing RNA integrity using the Agilent Bioanalyzer, 100 *ng* in 3 *μ* *l* per sample were handed over. After amplification, labelling with biotin and fragmentation of the RNA, hybridisation with GeneChip Human Gene 2.0 ST Array was performed for 16 *h* at 45 °C. Subsequently, washing and staining was performed using an Affymetrix Fluidics Station 450 and the microarray was scanned using an Affymetrix GeneArray Scanner 3000.

### Microarray preprocessing

The method Single Channel Array Normalisation (SCAN) [31] was used for the preprocessing. For the mapping of probes to genes we used the Netaffix.v.34 annotation file which is available from the array manufacturer. For the transcript-level we used Brainarray-Ensembl-T-v.18.0.0 [41] for annotation. The quality was additionally assessed before and after preprocessing with the R-package ArrayQualityMetrics [42]. 

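Of the control arrays, 0 h replicate 1 and the 2 h array stood apart from the other 6 arrays taken between 0 and 6 h, and largely in the same genes. HIST2H2AB, a replication-dependent histone H2A, was 2.03 and 2.16 on these arrays against a mean of 3.05 on the others, and MT1L, of the metallothionein family, was 0.705 and 0.787 against 1.33. SNORA38B, a small nucleolar RNA, was 2.53 and 2.65 against 1.65, and SEC11C, a subunit of the signal peptidase, was 1.70 and 1.66 against 1.03. The 8 metallothioneins measured had a median deviation of -0.278 and -0.248 from the mean of the other 6 arrays, and 7 were lower on both arrays. The medians were -0.47 and -0.206 for 7 replication-dependent histones and -0.103 and -0.095 for 18 ribosomal proteins. The arrays differed in small RNAs, with medians of -0.124 and 0.575 for 18 features of C/D box small nucleolar RNAs and 0.0536 and 0.414 for 28 H/ACA and small Cajal body RNAs. For 4461 of 12976 features (34.4%) both arrays lay on the same side of the mean and farther from it than any of the other 6, with 2393 higher and 2068 lower. A pair of arrays drawn at random would lie on one side of all the others for 7.14% of features. The first principal component, with 51.2% of the variance, ran from the early arrays to 24 h and 48 h. It also set 0 h replicate 1 and the 2 h array apart, at -9.48 and -9.23 against -4.03 to -3.25 for the other 6. The second, with 20.4%, held these arrays at 8.08 and 8.50 and the other 11 between -5.17 and 2.68. No test was made, and the 4 genes were chosen after their values were seen.

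**Figure D2:**
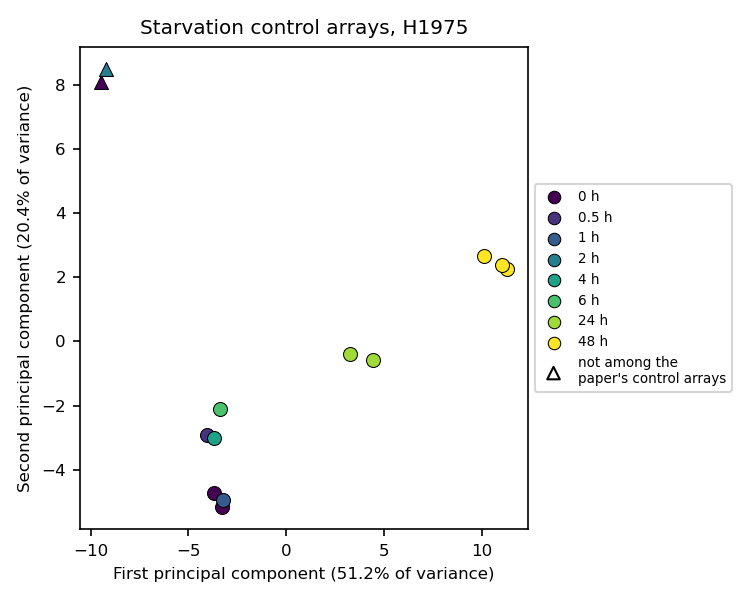
The 13 control arrays on the first principal component (51.2% of the variance) and the second (20.4%), 1 point per array, coloured by time. Triangles are 0 h replicate 1 and the 2 h array, which lie at 8.08 and 8.50 on the second axis.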

Four possible outliers were visible in the 3D-PCA-plot generated with pcaMethods [43]. They were investigated in contrast to other replicates or to the closest measurement points with Limma [44] and Piano [45] under use of BioMart [46] for GO-mapping. 

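Leaving out 0 h replicate 1 and the 2 h array changed which genes passed the test in the control arm. The counts were the same with only 0 h replicate 1 left out, since the 2 h array has its own level and does not enter these comparisons. Without them 7 of 8 metallothioneins, which bind zinc and copper, fell between 0 h and 48 h, MT1A by 0.910, MT1X by 0.756 and MT2A by 0.506, and with them 4 fell. MT1A was 1.35 and 1.51 on the arrays left out. Adjusted over the list alone, 7 fell without and 5 with these arrays. The list moved down in camera (adjusted p = 5.15e-07 without and 0.00271 with them, and adjusted p = 0.0654 and 0.336 with an estimated correlation). Of 7 replication-dependent histones, which package newly made DNA, 5 fell, HIST1H1B by 0.761 and HIST1H2BM by 0.594, and HIST1H3H rose by 0.437. With the arrays 4 fell and HIST1H3H rose, and adjusted over the list alone 5 fell and 2 rose either way. The list's adjusted p was 0.00217 without and 0.16 with them, and 0.0827 and 0.546 with an estimated correlation. HIF1A, the oxygen-sensitive transcription factor, rose by 0.133 (SE 0.0444, adjusted p = 0.0381) without them and had a difference of 0.0952 (adjusted p = 0.237) with them. DUSP5, a phosphatase of ERK, rose by 0.128 (SE 0.0384, adjusted p = 0.0221) and had 0.112 (adjusted p = 0.0767). Between 0 h and 48 h 1917 features rose and 1644 fell without these arrays and 1280 and 1256 with them, 2508 features being called both times. At 24 h against 0 h 1667 rose and 612 fell, against 691 and 307 with them. The excess of rises was not kept after quantile normalisation of all 13 arrays (434 and 433), and without 1 of the 24 h replicates 122 or 223 features passed. The median replicate SD at 0 h was 0.0297 (n = 2) without and 0.0564 (n = 3) with replicate 1.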

We assumed a problem with the magnesium concentration and excluded the affected arrays from the analysis.

## Results and discussion

The approach presented here allows the identification of biologically relevant genes from noisy, sparse, and possibly incomplete time course gene expression data sets from perturbation experiments. 

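The control arm of the time course was analysed here: H1975 cells, a human lung adenocarcinoma line, kept in starvation medium without EGF and measured on GeneChip Human Gene ST arrays. The 13 control arrays were 3 at 0 h, 1 each at 0.5, 1, 2, 4 and 6 h, 2 at 24 h and 3 at 48 h. EGF arrays, and control arrays of 8 and 12 h, were not analysed here. The call of TTCA in Additional file 1 holds 11 control arrays, 2 of them at 0 h and 0 at 2 h. Its 0 h arrays were taken here to be replicates 2 and 3, after Fig. 4 was read by eye. This choice is an assumption. The Fig. 4 points compared with the deposited values were of 0.5 h to 6 h, and do not show which 0 h array was left out. The paper excluded arrays for an assumed problem with the magnesium concentration, and its text does not name them. Values are therefore given over these 11 arrays first and then over all 13, with the values of 0 h replicate 1 and of the 2 h array. The 11 were chosen after the data were seen. They leave out the 0 h replicate that correlated least with the other 2, at 0.9811 and 0.9823, where these correlated at 0.9957. Without it the median replicate SD at 0 h was 0.0297 (n = 2), against 0.0564 with it. The p-values over the 11 arrays may therefore be too small. The authors standardised each array on its own with SCAN. The values are scores, not log2 folds, with background at about 0, and differences are in SCAN units. The median over all features was 0.0621 to 0.0798 per array. The authors' features were tested where they had a gene symbol and a highest value of at least 0, which left 12976 features of 12379 symbols. Differences between time points were tested with limma, two-sided, at an adjusted p under 0.05, with 4 residual degrees of freedom over the 11 and 5 over the 13 arrays. Each lone array was assumed to vary like the replicated time points. No label says that replicates were separate cultures, so the p-values measure only the spread between these samples. In data simulated for the 13 arrays, changes of 0.3 SCAN units were recovered for 82.1% of features at 48 h and for 67.2% at 0.5 h and 1 h. Changes of 0.15 were recovered for 26.9% and 11.9%. The simulated noise was independent and the same at every time point. The real median replicate SD was 0.0564 at 0 h, 0.0285 at 24 h and 0.033 at 48 h over these arrays. The shares therefore do not give the power of the real fits.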

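Without EGF, EGR1, JUN and CTGF were higher on the 0.5 h and 1 h arrays than at 0 h, and EGR1, PTGS2, JUN and FOS were higher after 48 h. EGR1, an immediate early transcription factor, rose from 1.14 ± 0.0884 (SD, n = 2) at 0 h to 1.91 ± 0.0471 (SD, n = 3) at 48 h, by 0.772 (SE 0.0431, adjusted p = 1.02e-08). PTGS2, the inducible cyclooxygenase of prostaglandin synthesis, rose from 0.967 ± 0.00613 (SD, n = 2) to 1.84 ± 0.0847 (SD, n = 3), by 0.872 (SE 0.0486, adjusted p = 1.02e-08). JUN, a subunit of AP1, rose by 0.422 (SE 0.0333, adjusted p = 2.9e-07). FOS, its partner, rose by 0.190 (SE 0.0338, adjusted p = 6.9e-04), from 0.102 near background. CTGF, a secreted matricellular protein, was 0.840 at 0.5 h and 0.979 at 1 h against 0.576 ± 0.00556 (SD, n = 2) at 0 h, higher by 0.334 (SE 0.0378, adjusted p = 0.0021), and lower at 48 h (difference -0.0984, adjusted p = 0.0475). EGR1 was higher on the early arrays by 0.327 (SE 0.0472, adjusted p = 0.00994) and JUN by 0.285 (SE 0.0365, adjusted p = 0.00479). PTGS2 had 0.145 (adjusted p = 0.21) and FOS 0.0577 (adjusted p = 0.452) there. Over all 13 arrays the rises at 48 h were 0.756 for EGR1, 0.838 for PTGS2, 0.3995 for JUN and 0.203 for FOS, each past the threshold. CTGF had a difference of -0.143 at 48 h (adjusted p = 0.044), and this call was lost without any 1 of the 48 h arrays (adjusted p = 0.0605 to 0.165). The early differences did not pass over 13 arrays (adjusted p = 0.255 for CTGF and 0.195 for EGR1 and JUN). On 0 h replicate 1 and the 2 h array EGR1 was 1.19 and 0.764, PTGS2 1.07 and 1.26, JUN 1.17 and 0.9003, FOS 0.0634 and -0.0200, and CTGF 0.7104 and 0.660.

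**Figure D3:**
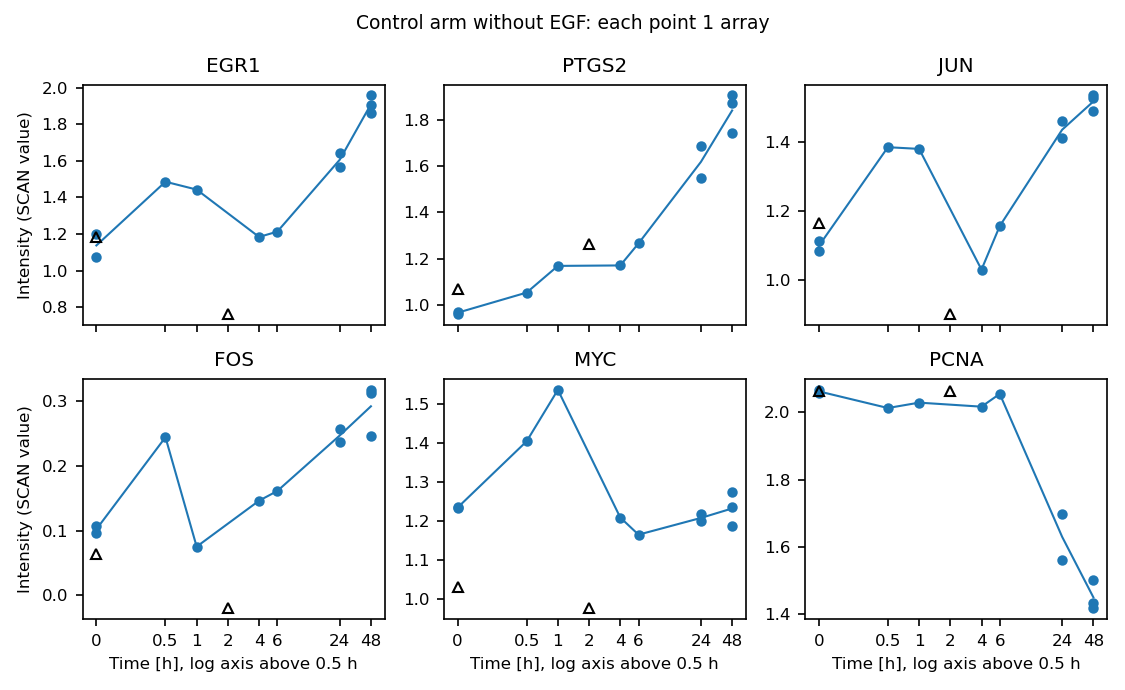
SCAN values of EGR1, PTGS2, JUN, FOS, MYC and PCNA in the control arm against time in hours (log axis above 0.5 h), 1 point per array. Lines join the means of the 11 control arrays of the paper's call, and triangles are 0 h replicate 1 and the 2 h array. EGR1 lies between 1.86 and 1.96 on the 48 h arrays.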

In the case presented in our study, the administration of the potent mitogen EGF led to the identification of numerous known EGF/EGFR induced target genes as indicated by the *relevance score*, such as CTGF (Fig. 4), EGR1, PTGS2/COX2, and transcription factors of the AP1 family including JUN and FOS (Table 1).

**Fig. 4:**
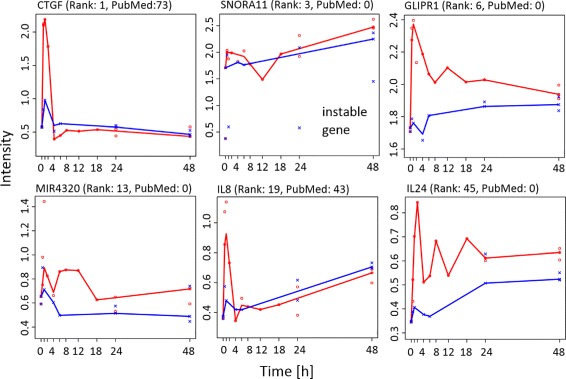
Time course profiles of genes considered significant. *Red*: With EGF stimulation. *Blue*: Control. *Line*: Quantile regression. *Points*: Measurements. SNORA11 is ranked highly significant, but the instability score is high and identifies this finding as false positive

The top-ranked genes represent key factors involved in the initiation and maintenance of a mitogenic response in tumour cells. 

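In the control arm without EGF, genes of DNA replication and mitosis fell during 48 h while immediate early genes and feedback inhibitors of ERK signalling rose. PCNA, the sliding clamp of DNA polymerases, fell from 2.06 ± 0.00677 (SD, n = 2) at 0 h to 1.63 ± 0.0957 (SD, n = 2) at 24 h and 1.45 ± 0.0441 (SD, n = 3) at 48 h, by 0.612 (SE 0.0416, adjusted p = 6.18e-08). All 24 measured genes of DNA replication fell, among them TYMS, the thymidylate synthase, by 0.809 and MCM3, of the replicative helicase, by 0.687. Of 29 genes of mitosis 28 fell. CCNA2, a cyclin, fell by 0.913 and BUB1, a spindle checkpoint kinase, fell by 0.787. The other, CDC25B, a phosphatase that activates cyclin-dependent kinases, rose by 0.141. Of 17 G1/S regulators 12 fell, CCNE2, a cyclin, by 0.819, and RBL2, a pocket protein, rose by 0.227 and CCND1, a cyclin, by 0.111. Adjusted over the list alone, 24, 28 and 12 fell, and camera gave adjusted p = 1.16e-32, 2.28e-34 and 1.39e-07 (adjusted p = 0.0654, 0.0654 and 0.0827 with an estimated correlation). Of 22 immediate early transcription factors 12 rose, JUNB by 0.381 and IER5 by 0.349, and FOSL1 fell by 0.114, the same counts adjusted over the list alone (adjusted p = 5.62e-05, and adjusted p = 0.0654 with an estimated correlation). Of 13 genes listed as feedback inhibitors 8 rose, DUSP6, a phosphatase of ERK, by 0.595. ETV4, which was listed with them but is an ETS transcription factor and not an inhibitor, fell by 0.148. The counts were the same adjusted over the list alone (adjusted p = 0.00278 from camera, and adjusted p = 0.125 with an estimated correlation). Over all 13 arrays 24, 28 and 12 cell cycle genes fell (24, 28 and 13 adjusted over the list alone), with adjusted p = 0.0233, 0.0259 and 0.0436 with an estimated correlation. There 11 immediate early genes rose (12 adjusted over the list alone, adjusted p = 0.0436 with an estimated correlation) and 7 feedback inhibitors (8, adjusted p = 0.0877). PCNA fell by 0.613 there, with 2.06 on 0 h replicate 1 and 2.06 on the 2 h array. The paper sets EGF arrays against these controls, ranks the genes by a consensus of its scores, and describes the top-ranked genes as key factors that take part in starting and keeping up a mitogenic response.

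**Figure D4:**
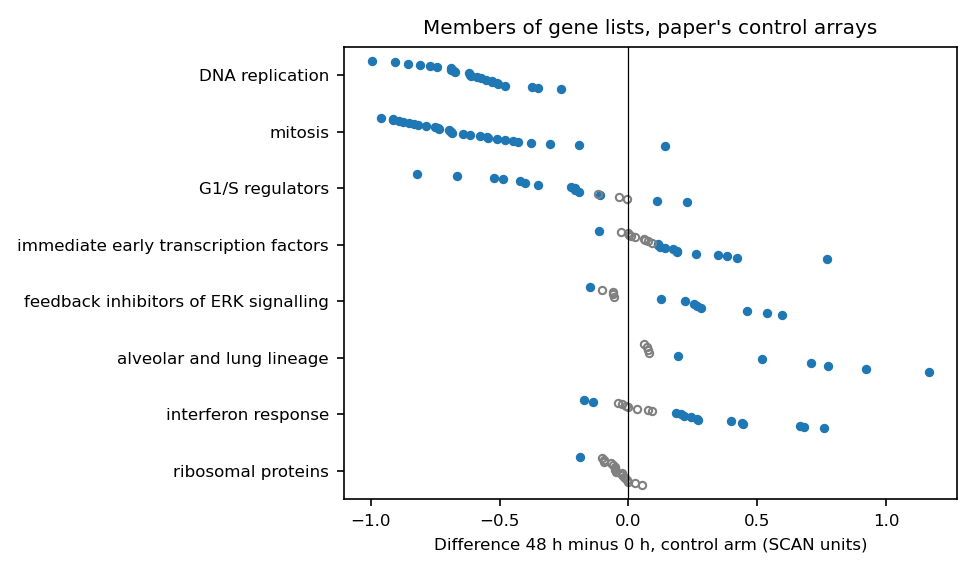
Difference between 48 h and 0 h in SCAN units for the measured members of 8 gene lists, over the 11 control arrays of the paper's call, 1 point per gene. Filled points passed an adjusted p of 0.05. All 24 genes of DNA replication lie below 0.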

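Early after the start of the time course, some genes of the immediate early response were also higher in the control arm, without EGF, over the 11 arrays of the paper's call. MYC, a transcription factor of growth, was 1.40 at 0.5 h and 1.54 at 1 h against 1.23 at 0 h (n = 2), higher by 0.236 (SE 0.0376, adjusted p = 0.022), and had a difference of -0.00182 (adjusted p = 0.978) at 48 h. IL8, a chemokine that attracts neutrophils, rose from 0.368 ± 0.0104 (SD, n = 2) at 0 h to 0.711 ± 0.0193 (SD, n = 3) at 48 h, by 0.343 (SE 0.0393, adjusted p = 1.25e-05). KITLG, the ligand of the KIT receptor, had a difference of 0.0226 (SE 0.0342, adjusted p = 0.687) at 48 h. EGR2, an early growth response factor, lay near background at -0.00263 at 0 h and 0.111 at 48 h (adjusted p = 0.04). On the 0.5 h and 1 h arrays 3 of 22 immediate early factors were higher (7 adjusted over the list alone), which were EGR1, JUN and MYC (adjusted p = 0.00222 from camera, and adjusted p = 0.161 with an estimated correlation). Of 13 feedback inhibitors DUSP1, a phosphatase of MAP kinases, was higher by 0.311 (5 adjusted over the list alone, adjusted p = 0.00592, and adjusted p = 0.276 with an estimated correlation). Camera, which sets a list against the other features, called the lists of mitosis (adjusted p = 0.00222) and heat shock response (adjusted p = 0.0277) down there. No member passed, and the median differences were -0.00558 and -0.0492, so the mitosis list itself hardly moved. With an estimated correlation they had adjusted p = 0.559 and 0.276. Over 13 arrays mitosis had adjusted p = 0.0454, with 0.303 after quantile normalisation and 0.582 with an estimated correlation. Of 14 targets of YAP and serum response factor CTGF and CYR61, both matricellular proteins, were higher, CYR61 by 0.362 (7 adjusted over the list alone, adjusted p = 9.92e-05, and adjusted p = 0.161 with an estimated correlation). At 48 h 8 of these 14 had risen, THBS1, a matrix glycoprotein, by 0.373, and 3 had fallen (8 and 3 adjusted over the list alone, adjusted p = 0.00946, and adjusted p = 0.132 with an estimated correlation). Of 12 chemokines and cytokines VEGFA, IL8, IL24 and CXCL2 rose at 48 h, 4 also adjusted over the list alone (adjusted p = 0.0745). Of 11 ligands and receptors of the EGF receptor family 6 rose, HBEGF, a ligand, by 0.278 and EGFR by 0.195, and NRG1, another ligand, fell by 0.169 (6 and 1 adjusted over the list alone, adjusted p = 0.00723, and adjusted p = 0.101 with an estimated correlation).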

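Of the 22 genes of Table 1, 15 rose in the control arm between 0 h and 48 h, among them TGFB1, a growth factor, by 0.108, and CTGF and PCNA fell. Adjusted over the list alone 16 rose and 2 fell (adjusted p = 1.27e-06 from camera, and adjusted p = 0.0654 with an estimated correlation). On the 0.5 h and 1 h arrays EGR1, JUN, MYC and CTGF were higher, and 11 genes when adjusted over the list alone (adjusted p = 2.78e-06, and adjusted p = 0.0904 with an estimated correlation). The study chose this list on data that include these samples, so it is not independent evidence of a direction. Over all 13 arrays 12 of the 22 rose and 2 fell at 48 h (13 and 2 adjusted over the list alone, adjusted p = 2.69e-06, and adjusted p = 0.0436 with an estimated correlation). No feature passed limma over 13 arrays for 0.5 h and 1 h against 0 h, with 1179 features at an unadjusted p under 0.05 and 649 expected, while 24 were higher and 2 lower over the 11 arrays. The lower ones were POMP, a proteasome assembly factor, and HIST2H2AB, a histone. Over all 13 arrays the early difference of HIST2H2AB was positive and did not pass, so its direction depended on 0 h replicate 1. Adjusted over the list alone 8 immediate early factors, 2 feedback inhibitors, 5 targets of YAP and serum response factor and 4 genes of Table 1 passed over 13 arrays. Their camera values were adjusted p = 1.4e-05, 0.00157, 1.69e-04 and 1.15e-04, and adjusted p = 0.149, 0.269, 0.149 and 0.149 with an estimated correlation. For 48 h over 13 arrays the targets of YAP had adjusted p = 0.0193 (7 higher and 3 lower, also adjusted over the list alone), the EGF receptor family 0.0242 (5 and 1, also adjusted over the list alone), and the chemokines 0.0585 (4 and 0). With an estimated correlation the first of these had adjusted p = 0.139 and the EGF receptor family adjusted p = 0.167. IL8 rose there by 0.287 (SE 0.0525), and EGR2 did not pass (adjusted p = 0.136). On 0 h replicate 1 and the 2 h array MYC was 1.03 and 0.975, IL8 0.538 and 0.624, KITLG 1.62 and 1.57, and EGR2 0.0563 and -0.0119.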

Interestingly, many of the immediate EGF-dependent targets listed in Table 1 represented transcriptional regulators, for instance EGR1, EGR2, JUN, FOS, or MYC, and secreted chemokines like CTGF, IL8 (Fig. 4), or KITLG/SCF, illustrating that EGF is a central inducer of pro-proliferative gene expression and paracrine regulation in lung cancer. These results are confirmed by previous publications describing for example, that activation of the PI3K/AKT pathway, which typically stimulates the transcription factor AP1 consisting of JUN/FOS heterodimers, can stimulate IL8 production and secretion in NSCLC cells [47].

However, our approach not only confirmed findings from other studies. Even more important, we identified a long list of previously un-published downstream effectors (Additional file 3: Table S4; 18/79 (23%) significantly regulated genes have not been described in the context of EGF/EGFR signalling). For example, the target gene IL24 (Relevance Score: 0.32) has been shown to inhibit NSCLC cell migration suggesting that EGF-induced IL24 might shift tumour cells from a migratory to a mitotic phenotype [48] (Fig. 4). 

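IL24, a cytokine of the IL10 family, also rose in the control arm without EGF. Its SCAN value was 0.347 ± 0.00279 (SD, n = 2) at 0 h, 0.568 ± 0.0859 (SD, n = 2) at 24 h and 0.532 ± 0.0167 (SD, n = 3) at 48 h. The difference between 48 h and 0 h was 0.185 (SE 0.0377, adjusted p = 0.00198 from limma), and between the 0.5 h and 1 h arrays and 0 h it was 0.0499 (SE 0.0413, adjusted p = 0.559). Its 24 h mean lay 0.221 above the 0 h mean, against a noise threshold of 0.178, with the factor of 2 included. Over all 13 arrays, with 0.301 on 0 h replicate 1 and 0.472 on the 2 h array, it rose by 0.1998 (SE 0.0383, adjusted p = 0.00448) at 48 h.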

The high ranked gene GLIPR1 (Fig. 4) has recently been identified as tumour suppressor in lung cancer [49], however, the relationship between GLIPR1 and EGF was yet unknown. In addition, the significant regulation of the micro-RNAs miR-4320 (Relevance Score: 0.44; Fig. 4) and miR554 (Relevance Score: 0.34) suggests that EGF supports the oncogenic properties of NSCLC cells via miRNA-dependent mechanisms [50].

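GLIPR1, a secreted protein of the family of cysteine-rich secretory proteins, rose slightly in the control arm without EGF. It was 1.72 ± 0.0161 (SD, n = 2) at 0 h, 1.88 ± 0.0199 (SD, n = 2) at 24 h and 1.88 ± 0.0432 (SD, n = 3) at 48 h, a rise of 0.159 (SE 0.0347, adjusted p = 0.00322 from limma) between 0 h and 48 h. On the 0.5 h and 1 h arrays the difference from 0 h was 0.0542 (SE 0.0380, adjusted p = 0.492). It stayed within its noise threshold of 0.163. Over all 13 arrays, with 1.57 on 0 h replicate 1 and 1.60 on the 2 h array, it rose by 0.207 (SE 0.0453, adjusted p = 0.0092), and without 48 h replicate 1 it just missed the threshold (0.185, adjusted p = 0.0502).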

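Neither of these microRNA genes passed the test in the control arm without EGF. MIR4320 was 0.623 ± 0.0440 (SD, n = 2) at 0 h and 0.559 ± 0.159 (SD, n = 3) at 48 h (difference -0.0639, SE 0.0650, adjusted p = 0.531 from limma), with 0.894 on the 0.5 h and 0.711 on the 1 h array. MIR554 was 0.266 ± 0.0199 (SD, n = 2) at 0 h and 0.282 ± 0.0565 (SD, n = 3) at 48 h (difference 0.0168, SE 0.0370, adjusted p = 0.794), with 0.504 on the 0.5 h and 0.244 on the 1 h array. On the 0.5 h array both lay outside the noise band, MIR4320 by 0.271 above its 0 h mean against a threshold of 0.178 and MIR554 by 0.239 against 0.180. Over all 13 arrays both also left the band, MIR4320 farthest at 2 h. For the 0.5 h and 1 h arrays together the differences from 0 h over the 11 arrays were 0.180 (adjusted p = 0.239) and 0.109 (adjusted p = 0.217), and over all 13 arrays 0.0916 (adjusted p = 0.795) and 0.108 (adjusted p = 0.507). On 0 h replicate 1 and the 2 h array MIR4320 was 0.887 and 0.965 and MIR554 0.266 and 0.201, and over all 13 arrays the 48 h differences were -0.152 (adjusted p = 0.273) and 0.0166 (adjusted p = 0.813). Of 586 features of microRNA precursors, 46 rose and 20 fell by 48 h, and 35 and 16 adjusted over the list alone (adjusted p = 0.674 from camera). Over 13 arrays 31 rose and 17 fell, and 19 and 10 adjusted over the list alone (adjusted p = 0.809). MIR21, from an oncogenic locus, rose by 0.463 (SE 0.0348), MIR221 by 0.342 (SE 0.0353) and MIR23B by 0.316 (SE 0.0326), and MIR3122 fell by 0.392 (SE 0.0337). On the 0.5 h and 1 h arrays MIR221 and MIR2355 were higher, 4 features when adjusted over the list alone. The list ranked lower than other features there (adjusted p = 0.00455 from camera, and adjusted p = 0.0904 with an estimated correlation) although its median difference was 0.0121. The 586 features hold 569 distinct sets of values, and they measure precursor or host transcripts, not mature microRNAs.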

We compared TTCA with Limma, EDGE and MaSigPro (see Additional file 2). We assume, that the number of PubMed publications, linking EGF stimulation with individual genes, can be used to generate a ranking of expected target genes. Additional file 2: Table S2 shows the ranking of the top 100 expected genes, determined by TTCA, Limma, EDGE and MaSigPro. Additional file 3: Table S3 shows the top 100 gene names displayed by each method investigated. Additional file 2: Figures S2-S8 show the top ten expression profiles of each method investigated and a *p*-value distribution provided by EDGE. The code for the method comparison is in Additional file 2. The source code of the TTCA method is in Additional file 1.

## Conclusion

We have presented a new method for microarray time-series data analysis, specifically intended for difficult experimental designs with sparse measurements. Even when the experimental design involves a uniform data collection, experimental problems can lead to the exclusion of individual arrays, and thus to the loss of measurement points after quality control. Sufficient replicates are important for proper microarray data analysis [51] and remain important in more accurate next-generation sequencing [52]. However, even if such data are difficult, they nonetheless contain helpful hints for further investigations. TTCA is able to detect different characteristics of the changes in expression dynamics and always provides not only *p*-values but also effect sizes for an optimal significance interpretation [36].

Our method can also be applied for data sets with less complicated designs (regular sampling intervals, large number of replicates) and yield very good results, comparable with other tools. It should be noted, however, that the scores included in TTCA detect specifically expression patterns arising after perturbation or stimulation experiments. For detecting specific dynamical behaviours, e.g. oscillations, we recommend specialised methods like Lomb-Scargle periodograms [53], JTK-CYCLE [54] or GeneCycle [55].

We believe that the developed TTCA package is a valuable and efficient tool for the dissection of important information that is usually concealed by experimental and biological variations leading to data heterogeneity. The connection with the number of PubMed publications has to our knowledge never been included in other packages and supports the user in distinguishing between new and already known genes affected by the applied perturbation. Further new features (at least to our knowledge) are the automatic detection of the best density function, the approach to detect false positives (the instability score), or the distinction between early, middle and late response. Also, the outbalancing of the sampling design using weighting factors is an important new feature. Moreover, we provide a new gene set significance approach, which pools genes into gene ontology groups which expression bandwidths are separated (minimal overlap score). TTCA provides automatically quality checks and plots the gene expression profiles. Thus, the user can easily judge the performance of the package for any included data set. Strong advantages of TTCA are the high degree of transparency, the multitude of visual output for quality assessment, search flexibility and sensitivity also in cases where other methods cannot be applied.

## Additional files

Additional file 1 R code of TTCA (EUPL).

Additional file 2 Method comparison. A table summarises the methods mentioned in the introduction, method shortcomings are further discussed and TTCA is compared with some applicable methods. Includes **Table S1**-**S3** and **Figures S1**-**S8**.

Additional file 3 The complete result table is given in **Table S4**.

## Abbreviations

AKT: AKT serine/threonine kinase 1
ANOVA: Analysis of variance
AP1: Activator protein 1
AREG: Amphiregulin
BATS: Bayesian analysis of time series
BETR: Bayesian estimation of temporal regulation
COX2: Cytochrome C oxidase subunit II (see new name: PTGS2)
CRAN: Comprehensive R archive network
CTGF: Connective tissue growth factor
DMEM: Dulbecco’
s modified eagle medium; DUSP5: Dual specificity phosphatase 5
EDGE: Extraction of differential gene expression
EGF: Epidermal growth factor
EGFR: Epidermal growth factor receptor
EGR1: Early growth response 1
EGR2: Early growth response 2
EUPL: European union public licence
F3: Coagulation factor III (thromboplastin, tissue factor)
FCS: Fetal calf serum
FOS: FBJ murine osteosarcoma viral oncogene homolog
FPCA: Functional principle component analysis
FWER: Family wise error rate
GLIPR1: Glioma pathogenesis-related protein 1
GO: Gene ontology
HIF1A: Hypoxia-inducible factor 1-alpha
IL8: Interleukin 8
IL24: Interleukin 24
JUN: Jun proto-oncogene
JUNB: Transcription factor jun-B
KIT: V-Kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog
KITLG: KIT ligand
Limma: Linear models for microarray data
MaSigPro: Microarray significant profiles
MIR4320: MicroRNA 4320
MIR554: MicroRNA 554
MYC: V-myc avian myelocytomatosis viral oncogene homolog
NSCLC: Non-small cell lung cancer
PACE: Principle component analysis through conditional expectation
PCA: Principle component analysis
PCNA: Proliferating cell nuclear antigen
PCR: Polymerase chain reaction
PI3K: Phosphatidylinositol 3-kinase
Piano: Platform for integrative analysis of omics data
PTGS2: Prostaglandin-endoperoxide synthase 1
RMA: Robust multi-array average
RNA: Ribonucleic acid
ROS1: Proto-oncogene tyrosine-protein kinase ROS
SAM: Significance analysis of microarrays
SCAN: Single-channel array normalisation
SCF: Stem cell factor (see new name KITLG)
SNORA11: Small nucleolar RNA, H/ACA box 11
TGFB1: Transforming growth factor beta 1
TGFB2: Transforming growth factor beta 2
TTCA: Transcript time course analysis

How the deposited data were processed for this re-analysis (not part of the article)

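RNA of H1975 lung adenocarcinoma cells in starvation medium without EGF was measured on GeneChip Human Gene ST arrays, 13 in all: 3 at 0 h, 1 each at 0.5, 1, 2, 4 and 6 h, 2 at 24 h and 3 at 48 h. The authors standardised each array on its own with SCAN, and the deposited values have the unit score. A score of about 0 is background, the scale is not a log2 fold scale, and the authors made no normalisation between arrays. EGF arrays and control arrays of 8 and 12 h were not analysed here, so no EGF effect was computed, and Additional file 2 was not used here. Of Table S4, 490 of 1469 lines were held, so it served only to name features.

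The table held 39937 features. The platform annotation gave 1 gene symbol for 15426 of them, each matched by its Entrez ID to a gene of the RefSeq annotation of GRCh38.p14, and Table S4 named 212 more. Of these 15638, 2662 had no positive value on any array and were left out, as in the TTCA code, which left 12976 features of 12379 symbols. The build behind the authors' annotation is not named, and no coordinates are given. Among the tested features 118 repeat the values of another feature.

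Differences between time points were computed with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 level per time point), with two-sided tests and Benjamini-Hochberg adjustment over all tested features, at a threshold of 0.05. The comparisons were 48 h with 0 h, 24 h with 0 h, 48 h with 24 h, the mean of 0.5 h and 1 h with 0 h, and the mean of 4 h and 6 h with 0 h. The residual degrees of freedom were 5 over all 13 arrays and 4 over the 11 of the paper's call. The number of arrays limits the precision: the median standard error at 48 h was 0.0408 over 13 and 0.0359 over 11 arrays. The comparisons, the tests, the 37 gene lists and the rule for naming genes were fixed before the data were examined, over all 13 arrays. The set of 11 arrays was chosen after the data were seen, as were the genes named from it alone.

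Of the 37 gene lists 34 had at least 3 measured members and were tested with camera at its preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists within each comparison. Genes were named by this rule: the 10 largest rises and 10 largest falls, every gene of Table 1 and KITLG, and up to 4 members of each list with the smallest adjusted p. Other genes named were chosen after their values were seen, most of them where few members of a list moved. A result for 1 gene is not reported here.

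The noise threshold was computed as in the TTCA code, as 2 times the mean over the replicated times of the 0.95 quantile of the replicate SD, in groups of at least 1000 features. With 3 replicated time points, fewer than the 4 the paper asks for, it serves as a description only. It was set against the largest distance of a time point mean from the 0 h mean, and against the median replicate SD for the instability score. Principal components were computed on the tested features. Simulated data with 200 changed features were used to test how many changes are recovered. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. The alternatives covered scaling between arrays, filters on dim features, the variance model, array weights, the replicate number as a block, and the arrays left out.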

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

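Apart from the 2 tests of scaling between arrays, the tests of explanations in this part were chosen after the result was seen, while limma and camera over 13 arrays were planned.

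Over all 13 control arrays, which the paper does not report on their own, the mean difference between 48 h and 0 h was -0.618 for the list of DNA replication, -0.627 for mitosis and -0.265 for G1/S regulators, and 0.443 for alveolar and lung lineage and 0.216 for the interferon response. These 5 lists passed camera with an estimated correlation over the 13 arrays, and none of them did over the 11. Of the 10 splits of the 3 arrays of 0 h and the 3 of 48 h, 1, the real one, gave 2536 calls, and the highest other count was 0, but 10 splits are too few for a share under 0.05. Scaling between arrays is argued against, since the gap between the medians of the lung lineage and mitosis lists was 1.01 before and 0.984 after quantile normalisation. Cells of another type stay open, since 13 markers of leukocytes, endothelial cells and fibroblasts had a median difference of -0.0169, with KDR risen and CDH5 fallen, but 10 of them lay near background. Time without serum and time in culture changed together in the design. Cell density may have changed with them, but none is given after seeding. No label gives a batch, and none of these was tested.

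The 22 immediate early transcription factors had a median difference of 0.115 between the 0.5 h and 1 h arrays and 0 h over 13 arrays, none of them passed limma (8 adjusted over the list alone), and the list's camera call was lost with an estimated correlation (adjusted p = 0.149). The median stayed at 0.0911 after quantile normalisation and at 0.0938 without 0 h replicate 1, which argues against scaling and that array as the whole cause. An effect of 1 early array alone stays open: against each 0 h array in turn the list median lay above at least 99.91% of 10000 random lists in 5 of 6 pairs, and above 68.87% for 0.5 h against 0 h replicate 2. The paper starved the cells overnight before the start, and neither it nor the labels say whether control wells then had their medium changed. A response to such a change, if it was made, may be an explanation, as a hypothesis that was not tested. Control arrays of the same times with and without a change of medium would be needed to decide it.

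0 h replicate 1 and the 2 h array, taken here to be outside the paper's call, lay far from the other arrays of 0 to 6 h, with a root mean square distance of 0.125 and 0.126 from their mean, where the other 6 lay at 0.0437 to 0.056. Taken from separate sets of 3 of these 6 arrays, their deviations had a correlation of 0.747 across features, which are not independent, so the 2 h time point is argued against as the whole cause. A brightness scale is argued against by 0.746 after quantile normalisation. A day shared by all arrays numbered replicate 1 is argued against by the correlations of the other such arrays with this deviation, at most 0.0628. A fault shared by these 2 arrays, such as the magnesium problem the paper assumes, stays open, and no biological explanation was tested.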

How the results depend on the processing

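Settings with 0 h replicate 1 and the 2 h array left out together, with platform annotation only, and with features of identical values counted once were chosen after seeing the data, and a lone array is assumed to vary like the replicated time points. Except where stated, the cause was not tested for any change given here.

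Genes changed at 48 h against 0 h were 2536 over all arrays and 1621 to 3561 when 1 replicate was left out, lowest without 48 h replicate 3 and highest without 0 h replicate 1, and 2138 to 3755 under the other settings. At 24 h against 0 h the 998 calls became 2106 with arrayWeights, 507 with a replicate block, 221 in a fit on the compared time points only, 2279 without 0 h replicate 1 and the 2 h array, and 122 to 2279 when 1 replicate was left out. At 48 h against 24 h the 368 calls became 1350, 220, 1358, 1340 and 75 to 1340 in the same order. The lowest counts were without 24 h replicate 3 and 24 h replicate 1, and the highest without 0 h replicate 1. At 48 h against 24 h, 0 h replicate 1 does not enter the differences, which are the same without it. Only the pooled spread changed there, with a median standard error of 0.0456 over 13 and 0.0359 over 11 arrays. The share of rises at 24 h was 69.2% and 50.1% after quantile normalisation, and from 24 h to 48 h 22% and 33%.

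For 0.5 h and 1 h against 0 h limma gave 0 calls (1179 at an unadjusted p under 0.05), 17 with arrayWeights, 26 without 0 h replicate 1 and the 2 h array, and 0 to 26 when 1 replicate was left out. For 4 h and 6 h it gave 0 calls (635 at an unadjusted p under 0.05), 8, 24 and 0 to 24. All of the 24 and 26 calls were reached by leaving out 0 h replicate 1. HIST2H2AB had an early difference of 0.140 (adjusted p = 0.898), 0.328 without 0 h replicate 2, and -0.229 (adjusted p = 0.0297) without 0 h replicate 1, alone or with the 2 h array.

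Of 34 gene lists 22 passed at 48 h, 21 with identical features counted once, 7 with an estimated correlation and 7 with both. Early 6 passed, 6 with identical features counted once, 0 with an estimated correlation, 0 with both, and 4 to 7 when 1 replicate was left out. The noise band was left by 1754 features, by 2821 with the 0.9 and 686 with the 0.99 quantile, and by 1371 to 4102 when 1 replicate of 0 h was left out, highest without replicate 1. Of 160 features named at 48 h 134 were called. Over all settings their values stayed on the same side of the threshold 2853 times, lost the call 111 times, gained it 21 times, changed sign without a call 16 times and reversed 0 times. Of 152 features named early 0 were called, and their values stayed there 2759 times, gained a call 41 times, changed sign without a call 46 times and reversed 2 times. Most of these features were named for large changes or small adjusted p in these same data, and some settings gave the same fit. The tallies therefore do not measure how robust the results are. No pairing by replicate number was seen. Deviations from the mean of the time point correlated across features at -0.152 to 0.0617 for arrays with the same number. For different numbers the range was -0.124 to 0.124. Deviations from a mean of 2 or 3 arrays depend on each other, so these values cannot exclude a pairing. Features near 0 lie at background, where a fall cannot be seen.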

Differences from the paper's values

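The instability of SNORA11, the median replicate SD over the detection range, was 0.126 over 13 control arrays here, and the paper's value is 0.038. The paper's code takes the stimulated replicates for this score, and the value given here is from control replicates. None of the alternatives set before the data were examined came within the paper's value: it was 0.129 after quantile normalisation and 0.170, 0.0896 and 0.130 without 0 h replicate 1, 2 and 3. The gene is unstable by the paper's rule in both. In 10 readings by eye of control points in Fig. 4 the largest gap to the deposited values was 0.05, and none differed. None of these readings was of a 0 h array, so they do not show which 0 h array the paper left out.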

Other observations

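The gene lists reported in this part were fixed ahead, and the set of 11 control arrays in the paper's call, whose values come first, was chosen after the result was seen. At 48 h without EGF, genes of the lung and of epithelia were higher than at 0 h. Of 10 genes of alveolar and lung lineage 6 rose, also 6 adjusted over the list alone, SFTPA1, a surfactant protein, by 0.921 and CEACAM6, an adhesion molecule, by 0.776 (adjusted p = 1.26e-07 from camera, and adjusted p = 0.0686 with an estimated correlation). Over 13 arrays 6 rose, and 7 adjusted over the list alone (adjusted p = 9.16e-08, and adjusted p = 0.0436 with an estimated correlation). Of 14 genes of epithelial junctions and keratins 7 rose, also 7 adjusted over the list alone, CLDN1 by 0.650 and DSP, of desmosomes, by 0.308. Camera gave adjusted p = 3.15e-04 and over 13 arrays 1.08e-04 (adjusted p = 0.0689 and 0.0623 with an estimated correlation). Of 6 genes of the mesenchymal state SNAI1 rose by 0.155 and SNAI2 fell by 0.209 (adjusted p = 0.736, and 0.977 over 13 arrays). Of 12 genes of extracellular matrix and TGF-beta 6 rose (7 adjusted over the list alone), and 5 rose over 13 arrays (5 adjusted over the list alone). For the list camera gave adjusted p = 0.00277 and 0.00328 (adjusted p = 0.125 and 0.0623 with an estimated correlation).

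Of 21 interferon response genes 12 rose and OASL and HERC5 fell (13 and 2 adjusted over the list alone), IFI44L by 0.681 and OAS1, a sensor of double-stranded RNA, by 0.664 (adjusted p = 4.59e-06, and adjusted p = 0.076 with an estimated correlation). Over 13 arrays 11 rose and HERC5 fell (12 and 1 adjusted over the list alone, adjusted p = 7.19e-06, and adjusted p = 0.0436 with an estimated correlation). HLA-C, B2M and TAPBP, of antigen presentation, rose, 3 of 3 measured and 3 adjusted over the list alone. This list had adjusted p = 0.00277 and over 13 arrays 0.00173 (adjusted p = 0.101 and 0.134 with an estimated correlation). Of 7 targets of NF-kB ICAM1, BCL3, TNFAIP3 and NFKB2 rose, 4 also adjusted over the list alone, ICAM1, an adhesion molecule, by 0.623. Camera gave adjusted p = 0.00812 and over 13 arrays 0.00364 (adjusted p = 0.101 and 0.0623 with an estimated correlation). Of 17 genes of cholesterol synthesis 8 fell and SREBF2, their activator, rose by 0.172 (11 and 1 adjusted over the list alone), INSIG1, a regulator of it, falling by 0.321, and over 13 arrays 6 fell and SREBF2 rose (8 and 1 adjusted over the list alone). For the list camera gave adjusted p = 6.29e-04 and 0.00364 (adjusted p = 0.101 and 0.0623 with an estimated correlation). Of 16 targets of ATF4 9 rose and PHGDH, of serine synthesis, fell by 0.106 (9 and 1 adjusted over the list alone), SLC7A11, a cystine transporter, rising by 0.476, and over 13 arrays 8 rose (9 adjusted over the list alone). This list had adjusted p = 1.21e-04 and 6.94e-05 (adjusted p = 0.132 and 0.0623 with an estimated correlation).

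Other lists tested at 48 h were those of metabolism, stress, the lysosome and the ribosome. Of 14 genes of hypoxia and glycolysis 7 rose and HK2, a hexokinase, fell (9 and 1 adjusted over the list alone), and over 13 arrays 5 rose and HK2 fell (5 and 1 adjusted over the list alone). Camera gave adjusted p = 0.00234 and 0.00404 (adjusted p = 0.169 and 0.167 with an estimated correlation). In the heat shock response 4 of 7 rose, the near-identical HSPA1A and HSPA1B, HSPH1 and BAG3 (5 adjusted over the list alone both times). For the list camera gave adjusted p = 0.0119 and over 13 arrays 0.00336 (adjusted p = 0.11 and 0.0623 with an estimated correlation). In the list of lysosome and autophagy 7 of 17 rose, LAMP2 by 0.166, and 6 over 13 arrays (7 higher and 1 lower adjusted over the list alone both times). This list had adjusted p = 0.0241 and 0.00173 (adjusted p = 0.324 and 0.251 with an estimated correlation). Of 14 genes of ribosome biogenesis 8 fell (8 adjusted over the list alone), NCL, nucleolin, by 0.204, and 7 over 13 arrays (8 adjusted over the list alone). Camera gave adjusted p = 6.85e-04 and 0.00266 (adjusted p = 0.0827 and 0.0623 with an estimated correlation). Of 11 p53 targets SESN2, TP53INP1 and GDF15 rose (6 adjusted over the list alone, and 4 over 13 arrays). For the list camera gave adjusted p = 0.0148 (adjusted p = 0.11 with an estimated correlation) and 0.0573 over 13 arrays. Of 17 FOXO targets 5 rose and CITED2 fell (5 and 1 adjusted over the list alone), TXNIP, a regulator of glucose uptake, rising by 0.716. This list had adjusted p = 0.0121 (adjusted p = 0.139 with an estimated correlation). Over 13 arrays 4 rose and CITED2 fell (adjusted p = 0.0573).

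In other lists camera did not pass over either set of arrays. Of 11 genes of fatty acid synthesis 4 fell and 2 rose (adjusted p = 0.223, and 0.604 over 13 arrays with 3 and 2), each count also adjusted over the list alone. Of 18 ribosomal proteins RPL19 fell by 0.188 (1 adjusted over the list alone, adjusted p = 0.0521), and over 13 arrays RPS3 (adjusted p = 0.416). Among 8 endoplasmic reticulum chaperones SEL1L rose by 0.140 (1 adjusted over the list alone, adjusted p = 0.949, and 0.87 over 13 arrays). Among 7 leukocyte markers CD68 fell by 0.194 over 11 arrays (1 adjusted over the list alone, adjusted p = 0.378, and 0.87 over 13 arrays), and of 4 endothelial markers KDR rose by 0.579 and CDH5 fell by 0.166 (1 and 1 adjusted over the list alone, adjusted p = 0.747, and 0.879 over 13 arrays). Of cyclin-dependent kinase inhibitors 1 gene, of fibroblast markers 2 and of mitochondrially encoded transcripts 1 was measured, and these lists were not tested.

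Of 28 H/ACA and small Cajal body RNAs 7 rose and SNORA55 fell (7 and 1 adjusted over the list alone). For the list camera gave adjusted p = 0.0351 (adjusted p = 0.136 with an estimated correlation). Over 13 arrays 2 rose and SNORA55 fell (2 and 1 adjusted over the list alone, adjusted p = 0.167). Of 18 features of C/D box small nucleolar RNAs 10 rose and 1 fell over either set (11 and 2 adjusted over the list alone). Camera gave adjusted p = 6.29e-04 and over 13 arrays 0.00156 (adjusted p = 0.132 and 0.0873 with an estimated correlation). These 18 features hold 12 distinct sets of values, of which 4 rose and 1 fell, and with each counted once the list did not pass over 13 arrays (adjusted p = 0.22).

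For the mean of 4 h and 6 h against 0 h 22 features rose and 2 fell over 11 arrays, SFTPA1 by 0.282 and CXCL17 by 0.356 among the rises, and POMP and MOCS3 fell. Over 13 arrays limma called 0, with 635 at an unadjusted p under 0.05. From 24 h to 48 h 352 features rose and 988 fell over 11 arrays, and 81 and 287 over 13. The differences behind these counts are the same over both sets, and only their standard errors changed.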
